A study of Homo sapiens with 2 samples. Its data were reported in "STAT3 promotes a youthful epigenetic state in articular chondrocytes" (2023).

How the data were processed

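Single-cell RNA sequencing of chondrocytes isolated from osteoarthritic (OA) human cartilage was analysed from 2 libraries, which form 1 group with replicate numbers 1 and 2. The labels describe live cells sorted with a dye that enters dead cells, loaded on a droplet instrument and converted to libraries with a kit that reads the 3-prime end of transcripts. They do not state whether the libraries came from different donors. The aligner, the genome build, the annotation, the filter on cells and the way transcripts were counted for these libraries are not stated.

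Each deposited table had 1 row per cell barcode and 17916 gene columns. The values deposited by the authors were on a log2 scale. After 2 was raised to each value and 1 was subtracted, every cell summed to 1000000, so the deposited log2 values are log2(CPM + 1) per cell (CPM, counts scaled to a total of 1000000). The same 8644 columns were at 0 in every cell of both libraries, and 9272 columns had values. A column at 0 throughout was treated as not measured and is called listed at 0. For each cell, the most frequent value above 1 on the log2 scale was taken as the value of 1 count, and all values of the cell were divided by it. Of the values above 0, 97.8% in library 1 and 98.5% in library 2 lay within 0.01 of a whole number of counts, 0 included. Values under 0.5 counts, which include values near 0, made up 2.30% and 2.51%, and their origin is not stated. These recovered counts were rounded, and a gene was called detected in a cell when its rounded count was at least 1. Genes found in between 0.5% and 2% of the cells of a library had a median of 2.13 counts per cell with a count in library 1 and 1.28 in library 2, where independent molecules would give 1.01. Recovered counts are therefore not taken as independent molecules, no Poisson interval is given for a sum of counts, and the intervals for shares of cells cover counting error only.

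The choices and tests below were fixed before the data were examined, except where stated. The analysis had been designed for deposited counts. As log2 values were found, the test named for that case was used in place of a count model. Cells with at least 200 detected genes and at most 20% of their CPM in mitochondrial genes were kept, which removed 81 barcodes of library 1 and 21 of library 2, all by the gene minimum. In each library the barcodes with the highest Scrublet scores were removed as doublets (scanpy 1.11.5, scikit-learn 1.9.0, exact neighbours), at 0.8% per 1000 deposited barcodes, a rate for the labelled kit, which came to 159 barcodes in library 1 and 147 in library 2. The barcodes have 12 bases, which is shorter than those of the kit the labels name, so this rate need not hold, and no removal and double the share were tried as well. The kept cells numbered 4222 and 4121. The level of a gene in a library was its CPM over the recovered counts of all kept cells summed, and the mean and SD over both libraries (n = 2) are given. Shares of cells with a count carry exact Clopper-Pearson 95% intervals. To compare shares across depths, each cell was thinned at random without replacement to 800 counts, the 10th percentile of the shallower library rounded down to a multiple of 100. Shallower cells, 12 of library 1 and 351 of library 2, were left out of thinned shares.

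For the comparison of STAT3-detected with undetected cells, the mean CPM per gene was taken in each class and library, giving 4 profiles with 2 classes per library. Values entered limma 3.58.1 (R 4.3.3) as log2(mean CPM + 10), with the library as a block, no thinning, and STAT3 itself left out. Genes with a mean of at least 10 CPM in at least 2 of the 4 profiles were tested, and p-values were adjusted over the genes tested by Benjamini-Hochberg at a threshold of 0.05. Changes are on the log2(mean CPM + pseudocount) scale, which understates the change of low genes. The pseudocount and the low-value filter were set after the unit was known. The model leaves 1 residual degree of freedom per gene, so the spread is mostly borrowed across genes. The fit was tested on simulated data. In 5 draws, a class of the real detected size was drawn at random from the undetected cells of each library. The rest of the undetected cells formed the other class, which was thus smaller than the real one. In each draw, 200 genes were changed by known folds over an average of 7436 genes fitted. An average of 57.0% of the 100 genes changed by 4-fold and 4.80% of the 100 genes changed by 2-fold were recovered, with 0.2 false calls per draw on average. The folds were applied to the class means and a random split has no difference in depth between classes, which tends to make these shares too high for real data. The smaller undetected class may act the other way, by an amount that was not tested.

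Cells of both libraries were clustered together from log-transformed counts per 10000, with 2000 variable genes, gene means centred within each library, 30 principal components, 20 exact nearest neighbours and Leiden clustering at resolution 0.6 (leidenalg 0.10.2). Leading genes were the 10 with the largest mean fold of CPM + 50 over the other cells of the same library. Marker genes for 9 cell classes had been fixed beforehand. The naming rule was set after the data were seen, with averages taken over libraries with at least 20 cells in the cluster: a cluster took a class name when at least 3 markers of the class were raised by at least 1.5-fold and its leading genes held more markers of that class than of any other. The genes named in the text are those of the fixed lists, plus the 5 largest changes in each direction among genes past the threshold with the same direction in both libraries, of which there were none. The background of the panel was to be judged against genes of other cell types. Few of those had values, so a cluster low in chondrocyte markers was added as a reference after the data were seen. Leading genes of clusters and a few genes with large library differences are named as well and were chosen after their values were seen.

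Alternatives for the cell filter, doublets, thinning, low-value filter, library block, cluster composition, library unit, clustering resolution and centring had been listed beforehand. Other pseudocounts, merged barcodes, clustering of thinned counts and all settings for the agreement of the libraries were added after the data were seen. A count model with size factors was not run because the deposited values are not counts. Log2 ratios of a gene between the libraries are of CPM + 10. Gene coordinates are those of GENCODE 44 lifted to GRCh37. No value depends on them. DNMT3B and OSM were not analysed here. Intermediate steps used Python 3.11.15, numpy 2.4.6 and scipy 1.17.1.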

Results

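Single-cell transcriptomes of OA chondrocytes were measured in 2 libraries of 1 group, so values are described per library and no other group was compared. Library 1 held 4462 barcodes and library 2 held 4289. The median recovered count per barcode was 3518 in library 1 and 1596 in library 2. The median number of detected genes was 747 in library 1 and 607 in library 2. The median mitochondrial share was 1.34% and 0.778%, respectively. Library 1 was thus the deeper library, and shares of cells with a count are therefore given both as found and at 800 counts per cell. Equal counts need not be equal numbers of molecules, since rarely found genes had more counts per detecting cell in library 1. Thinned shares of library 1 may be lowered by this against those of library 2.

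Before the libraries were averaged, they were set side by side to see whether both held the same cells. Across 9272 genes, the Spearman correlation of their CPM was 0.836, a description across genes, which are not independent replicates. The median absolute log2 ratio, with 10 CPM added to both libraries, was 0.43 over the 7619 genes with at least 10 CPM in either library. A chi-square of the counts over 9269 genes came to 224.04 per degree of freedom. As recovered counts are not independent molecules, this value does not tell separate samples from 2 libraries of 1 sample. The libraries shared 5 barcodes, where chance would give 1.14, so they did not hold the same cells. Whether they came from different samples was not tested. Using the mean over cells in place of summed counts moved the correlation most, to 0.827. MALAT1 was the most abundant transcript in both libraries, with 10.9% of the counts of library 1 and 9.82% of library 2. The matrix protease gene MMP3 had 54895 CPM in library 1 and 39748 CPM in library 2.

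Some barcodes were near copies of each other. In library 1, 656 pairs of barcodes differed at 1 base, where chance would give 21.4, and 592 of them differed at the last base. In library 2 there were 271 such pairs against 19.7 by chance, 250 of them at the last base. Barcodes that matched in all but the last base formed 170 groups in library 1 and 90 in library 2, so numbers of cells are upper limits.

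**Figure D1:**
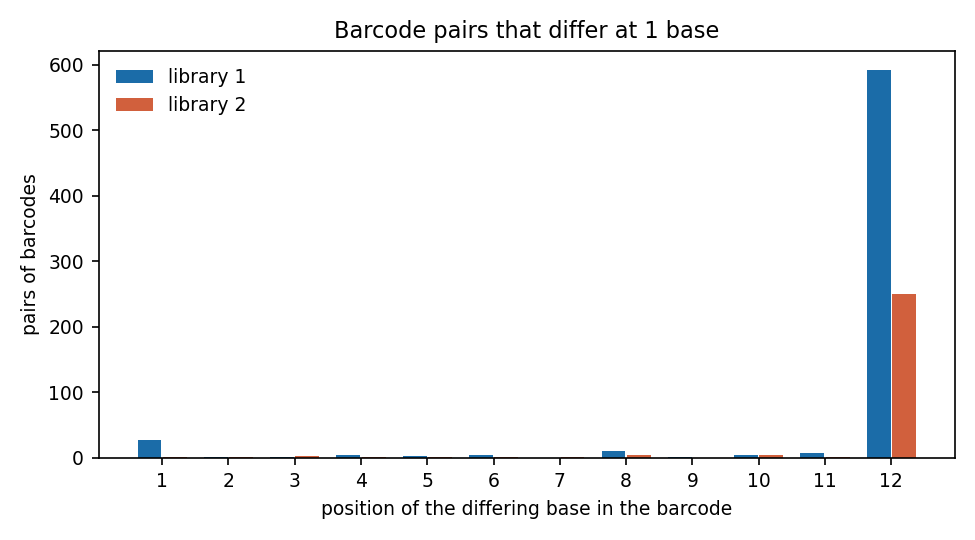
Number of barcode pairs that differ at 1 base (y axis) by the position of that base in the 12-base barcode (x axis), as bars for library 1 and library 2. The bars at position 12 reach 592 pairs in library 1 and 250 in library 2, and no other position exceeds 27 pairs.

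The first question was whether OA chondrocytes express genes of an immature chondrocyte state. Of the 9 genes fixed for this question, 4 had values (PTGES3, SOX5, SOX6 and SOX9). The other 5 (ITGA4, BMPR1B, DCX, NCAM1 and GLI1) were listed at 0 in every cell of both libraries. A column listed at 0 may stand for a gene that was never measured or that was filtered out, so no level and no upper limit is given for them. Summed over the 4 genes with values, the panel had 416.7 CPM in library 1 and 340.1 CPM in library 2, a mean of 378.4 ± 54.2 CPM (SD, n = 2). This sum does not measure an immature state. ITGA4 and BMPR1B, by which the study marks the immature population, are missing from it. SOX9, which is part of it, is also one of the markers fixed for chondrocytes in general.

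PTGES3 (chromosome 12, 57057125 to 57082192, minus strand, GRCh37; protein-coding, as are all genes located below) had 134.3 ± 15.6 CPM (SD, n = 2). A count of PTGES3 was found in 21.01% of cells in library 1 (95% interval 19.8 to 22.3) and 18.7% in library 2 (17.5 to 19.9). At 800 counts per cell the shares were 7.81% (7.02 to 8.67) and 10.1% (9.16 to 11.1). The order of the libraries thus changed with thinning, and the thinned order was that of the CPM, 123.2 in library 1 and 145.3 in library 2.

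SOX5 (chromosome 12, 23682438 to 24715478, minus strand) had 102.9 ± 11.3 CPM (SD, n = 2). Its unthinned share was 16.0% (14.9 to 17.2) in library 1 and 11.4% (10.4 to 12.4) in library 2. At 800 counts per cell the share was 6.15% in each library, with overlapping intervals (5.44 to 6.92 and 5.41 to 6.97). The close match belongs to this random thinning. The SD between the libraries was 0.0013 percentage points here and 0.19 with another seed. SOX6 (chromosome 11, 15987995 to 16761138, minus strand) was low, with 12.9 ± 6.69 CPM (SD, n = 2), and 1.12% of thinned cells in library 1 (0.821 to 1.48) and 0.584% in library 2 (0.366 to 0.882) had a count, against 2.65% and 1.04% unthinned. SOX9 (chromosome 17, 70117161 to 70122557, plus strand) had 165.03 CPM in library 1 and 91.7 CPM in library 2, a mean of 128.3 ± 51.9 CPM (SD, n = 2). Its thinned share was 10.0% (9.11 to 10.9) in library 1 and 6.66% (5.88 to 7.501) in library 2, against 22.1% and 12.04% unthinned.

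Free RNA in droplets can place counts in cells that do not express a gene. The planned reference for this background was genes of other cell types. Of these, 3 immune genes had values, CD14 with 119.8 ± 68.5 CPM (SD, n = 2), CD68 with 67.7 ± 35.5 CPM and FCER1G with 19.0 ± 16.9 CPM. These levels are in the range of the panel genes. They were not even over the cells, however. In library 1 the mean over cells of CD14 was 7.42 CPM in cluster 5 and 147.0 CPM in cluster 6, and that of CD68 was 14.7 and 72.4 CPM (clusters are described further on). These genes therefore do not give a background level, and this reference cannot tell whether the panel genes lie above background.

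A further reference, chosen after the data were seen, was the cluster with the lowest chondrocyte markers (cluster 7, described further on). SOX9, ACAN and HAPLN1 are among those markers, so a low share of them there follows in part from the choice. In library 2, SOX9 was found in 1.68% of 179 thinned cells of this cluster (0.347 to 4.82) and in 6.91% of 3591 other cells (6.10 to 7.79). ACAN was found in 0 of the 179 cells (0 to 2.04) and in 32.6% of the others. SOX5 was found in 2.79% (0.913 to 6.40) and 6.32% (5.55 to 7.17), intervals that overlap. PTGES3 did not differ, with 12.3% (7.87 to 18.0) and 10.00% (9.04 to 11.0). SOX6 was found in 0 of the 179 cells, which allows up to 2.04% and does not separate it from the 0.613% of the others. STAT3 was found in 6.15% (3.11 to 10.7) and 4.20% (3.57 to 4.91). In the cluster and the other cells of library 2, the median counts before thinning were 1171 and 1701. In library 1 only 54 cells of the cluster could be thinned. SOX9 and ACAN were found in 0 of them (0 to 6.60%) and in 10.1% and 16.2% of the others. SOX5 was found in 1.85% (0.0469 to 9.89) and 6.21%, PTGES3 in 12.96% (5.37 to 24.9) and 7.75%, and STAT3 in 5.56% (1.16 to 15.4) and 8.66%. STAT3 thus lay in opposite directions in the libraries, with overlapping intervals in both.

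The second question was the level of STAT3 and of DNA methyltransferase genes. The methyltransferase gene the study links to STAT3 is DNMT3B, which was not analysed here. STAT3 (chromosome 17, 40465342 to 40540558, minus strand) had 121.4 CPM in library 1 and 63.2 CPM in library 2, a mean of 92.3 ± 41.1 CPM (SD, n = 2). It ranked 1108 among the 9272 genes of library 1 and 1982 in library 2. Its unthinned share of cells with a count was 23.0% (21.7 to 24.3) in library 1 and 8.61% (7.78 to 9.51) in library 2. At 800 counts per cell the shares were 8.62% (7.79 to 9.51) and 4.30% (3.67 to 4.99), so the difference between the libraries remained. DNMT1 (chromosome 19, 10244018 to 10341962, minus strand) went the other way, with 26.2 CPM in library 1 and 60.9 CPM in library 2. Its thinned shares were 1.496% (1.15 to 1.91) and 3.95% (3.35 to 4.62), against 4.64% and 7.52% unthinned. DNMT3A (chromosome 2, 25450724 to 25565459, minus strand) was low in both, with a mean of 9.45 ± 0.689 CPM (SD, n = 2) and thinned shares of 0.523% (0.328 to 0.790) and 0.769% (0.516 to 1.10), against 2.11% and 1.31% unthinned. With 1 group and n = 2, no difference between the libraries was tested across samples.

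Among genes of the IL-6 family pathway, which signals through STAT3, the libraries differed most for the ligands. IL6 had 474.9 CPM in library 1 and 5.84 CPM in library 2. LIF had 39.97 CPM and 3.44 CPM. IL11 was listed at 0, and OSM was not analysed here. The receptors and kinases were mostly closer between the libraries. IL6ST, the shared receptor chain, had 180.0 ± 82.0 CPM (SD, n = 2), IL6R had 55.4 ± 8.60 CPM, OSMR had 95.8 ± 41.1 CPM, JAK1 had 278.9 ± 87.8 CPM and JAK2 had 14.6 ± 1.03 CPM. LIFR had 44.5 CPM in library 1 and 11.9 CPM in library 2. SOCS3, a gene induced by STAT3 signalling, had 29.6 CPM in library 1 and 9.22 CPM in library 2.

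**Figure D2:**
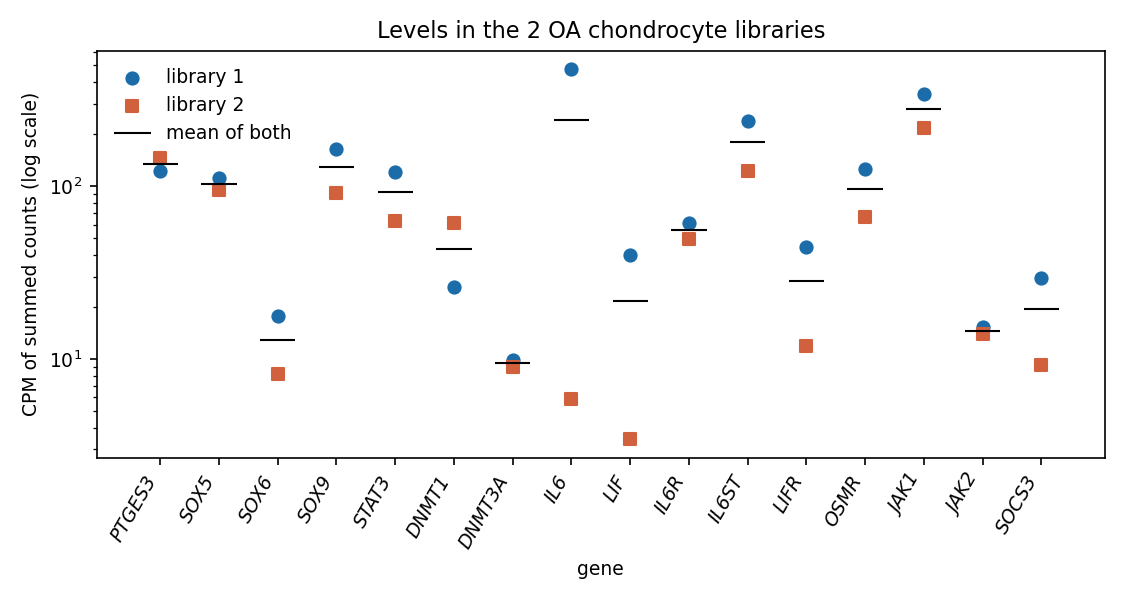
CPM of summed counts on a log scale (y axis) for the genes of the immature panel, STAT3 and DNA methyltransferases, and the IL-6 family pathway that had values (x axis), as 1 point per library with a bar at the mean of both. IL6 lies at 474.9 CPM in library 1 and 5.84 CPM in library 2, while SOX5 lies at 110.9 and 94.9 CPM.

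Of the cartilage matrix genes, COMP had 1543 CPM in library 1 and 902.1 CPM in library 2, ACAN had 403.7 and 617.7 CPM, and the lubricin gene PRG4 had 3343 and 917.3 CPM. COL2A1 was lower, with 133.3 CPM in library 1 and 19.6 CPM in library 2, as was COL3A1 with 186.9 and 32.8 CPM. COL1A1 and COL10A1 were listed at 0. Among the other matrix proteases, MMP13 had 223.4 and 29.5 CPM, ADAMTS5 had 64.7 and 24.5 CPM, and ADAMTS4 had 31.3 and 0.649 CPM.

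The third question was whether genes differ between cells with and without a STAT3 count, within the same library. There were 969 STAT3-detected and 3253 undetected cells in library 1, and 355 and 3766 in library 2. Detected cells were deeper, with a median of 4629 against 3188 counts in library 1 and 1905 against 1544 in library 2. Of 7504 genes tested with limma, 0 passed an adjusted p of 0.05, and 323 (4.30%) had an unadjusted p under 0.05. The smallest adjusted p was 0.921. Over the 42 genes of the fixed lists that were tested, 0 passed when adjusted over the list alone, where the smallest adjusted p was 0.264. A pseudocount of 50 CPM moved these counts most, to 7 of all genes tested and 5 of the fixed lists. The change in library 1 predicted little of that in library 2. Across the 7504 genes the Spearman correlation of both changes was 0.0093, and 50.8% of genes changed in the same direction. Among the 1375 genes with a mean of at least 100 CPM, the correlation was 0.053 and 53.8% changed in the same direction.

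For the genes of the immature panel and the methyltransferase genes that were tested, the limma estimates were small next to their standard errors or did not pass the adjustment. DNMT3A was higher in STAT3-detected cells by 0.51 on the log2 scale (SE 0.16, higher in both libraries, adjusted p = 0.921, and 0.264 over the list alone), which did not hold up after adjustment. DNMT1 was at -0.27 (SE 0.21), with 0.077 in library 1 and -0.61 in library 2. SOX6 was at 0.17 (SE 0.17), SOX9 at -0.044 (SE 0.16), SOX5 at -0.053 (SE 0.16) and PTGES3 at -0.11 (SE 0.16), each with opposite signs in the libraries. On simulated data, 4-fold changes were recovered in 57.0% of genes and 2-fold changes in 4.80%, so changes near 2-fold were mostly not detectable with this fit.

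The cells carrying both ITGA4 and BMPR1B, which the study treats as the immature population, could not be counted or compared with other cells, as both genes were listed at 0. Proliferating cells could not be counted either. All 7 genes fixed for this purpose (MKI67, TOP2A, CDK1, BIRC5, CENPF, UBE2C and TYMS) were listed at 0.

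The last question was which cells carried the measured transcripts. Clustering gave 8 clusters, and 5 of them drew at least 90% of their cells from 1 library when both libraries were weighted equally. Cluster 1 held 19.2% of library 1 (18.0 to 20.4) and 35.5% of library 2 (34.1 to 37.03), led by MMP1, GLUL and G0S2. Cluster 2 held 7.91% (7.11 to 8.77) and 31.6% (30.2 to 33.0). Cluster 3 held 28.8% of library 1 (27.5 to 30.2) and 0.243% of library 2 (0.116 to 0.446), led by GDF15, MMP13 and CLU. Cluster 4 held 1.44% (1.11 to 1.85) and 27.1% (25.8 to 28.5), led by SPP1 and IBSP. Cluster 5, led by ATF3, PPP1R15A and GADD45B, held 20.1% (18.9 to 21.4) and 0.364% (0.204 to 0.5996).

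Cluster 6 was the only cluster that took a name. It was chondrocyte-like, with 9 of the 10 chondrocyte markers that had values raised, and CHAD and FRZB among its leading genes. It held 18.1% of library 1 (16.9 to 19.3) and 2 cells of library 2. Library 2 need not lack such cells. Cluster 4, with 27.1% of library 2, had 5 chondrocyte markers raised. Its leading genes included CYTL1, SCRG1, SNORC, FGFBP2 and CXCL14, which were also leading genes of cluster 6. This name was lost under most other settings. Cluster 7 held 1.28% (0.962 to 1.67) and 5.07% (4.42 to 5.79) and had FABP4, COL4A1 and LAMA4 among its leading genes. Cluster 8, with a median of 1552 counts per cell, held 3.15% of library 1 (2.64 to 3.72) and 2 cells of library 2, led by the non-coding transcripts NEAT1 and KCNQ1OT1. Unnamed clusters also held chondrocyte transcripts. At 800 counts per cell, at least 1 of the 10 chondrocyte markers was found in 70.2% of cells in library 1 (68.8 to 71.6) and 74.8% in library 2 (73.4 to 76.2), and at least 3 in 16.7% (15.6 to 17.9) and 15.2% (14.04 to 16.4). Only 3 of the 8 immune markers had values. At least 1 of them was found in 8.15% (7.34 to 9.01) and 16.2% (15.04 to 17.4) of thinned cells, which does not tell immune cells from other cells with these transcripts. Markers of mural cells were listed at 0, and for endothelial cells 1 marker was listed at 0 and the others were not analysed here.

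**Figure D3:**
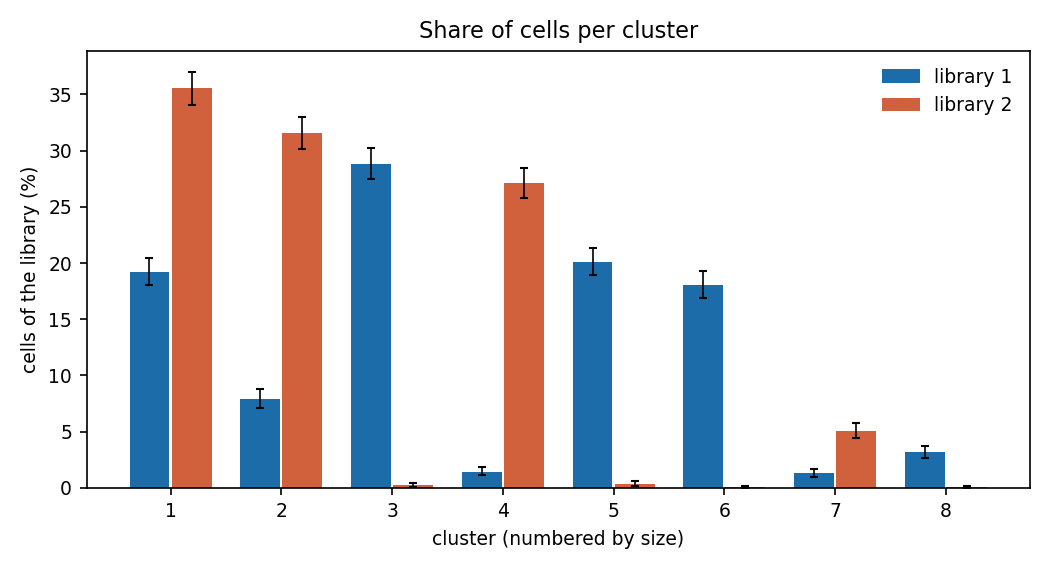
Share of the cells of each library (y axis, percent) in each of the 8 clusters numbered by size (x axis), as bars for library 1 and library 2 with exact 95% binomial intervals, which cover counting error only. Cluster 3 holds 28.8% of library 1 and 0.243% of library 2, and cluster 4 holds 1.44% and 27.1%.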

Values the study reported

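The study reported that knocking down STAT3 in fetal chondrocytes raised DNMT3B in bulk RNA sequencing, with a fold change of 2.386 and p = 0.01. For adult chondrocytes in which STAT3 was activated with a drug, it reported lower DNMT3B, with a fold change of −2.43 and p = 0.05.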

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

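The settings with other pseudocounts, with merged barcodes, with thinning before clustering and all settings for the agreement of the libraries were chosen after the data were seen. The others had been listed beforehand. The total of 378.4 CPM over the 4 panel genes with values ranged from 374.4 to 404.3 CPM. It moved by less than the SD between the libraries under every alternative for the filter on cells, doublets and the library unit. It was 340.1 to 416.7 CPM when either library was left out. The STAT3 level of 92.3 CPM ranged from 90.8 to 101.8 CPM, and from 63.2 to 121.4 CPM when either library was left out, so the value rests on which library is read. Among CPM of single genes, only IBSP, CHAD and FRZB moved by more than the SD between the libraries. Leaving out 1 of 2 libraries can never exceed that SD, so it is no test of stability. The SOX5 share of 6.15% at 800 counts per cell ranged from 6.02% to 6.72% over the cell filters, doublet settings, merged barcodes and another seed. Each of these moves exceeded the SD between the libraries in the main run, 0.0013 percentage points. That SD was itself larger under all of these settings, from 0.032 with the stricter filter to 0.76 with double the doublet share. The DNMT3A share of 0.646% was 0.860% under the stricter filter. Shares of cells with a count rose with depth by construction. The mean STAT3 share was 6.46% at 800 counts per cell, 10.7% at 1500 counts and 15.8% without thinning.

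The count of 0 genes between STAT3-detected and undetected cells was the same in 12 of 13 alternatives, among them no replicate block, no low-value filter, both cell filters, both doublet settings, 3 thinned sets, undetected cells matched on cluster and merged barcodes. With a pseudocount of 50 CPM limma called 7 genes. Under that setting all genes were given 1 common spread, which does not allow for genes that vary more. Of the 7 genes, 5 changed in the same direction in libraries 1 and 2, namely ORM1 (-1.04 and -0.76), MMP1 (-0.30 and -1.17), HSPA1A (1.32 and 0.24), SMAD5 (0.39 and 0.52) and TARDBP (0.37 and 0.54). The others were MSMP (0.29 and -1.22) and HSPA1B (1.34 and -0.0057). These genes were named after their values were seen, and whether they differ was not settled. Of the fixed lists adjusted over the list alone, 5 genes passed with a pseudocount of 50 CPM and 1 when cells were thinned to 1500 counts. The smallest limma adjusted p was that of CILP in the first case (0.0086) and of MMP13 in the second (0.042). In the main fit, CILP, CNMD, COL3A1, FRZB and S100A4 had the same adjusted p over the list alone as DNMT3A, 0.264. Each of them was higher in STAT3-detected cells in both libraries. These rises need not follow STAT3, since the main fit was not thinned and detected cells were deeper. CILP and FRZB were leading genes of cluster 6, which had a median of 6056 counts per cell in library 1. There STAT3 was at 96.5 CPM against 121.4 CPM over library 1, yet 26.9% of cells had a STAT3 count against 23.0%. With undetected cells matched on cluster, the smallest limma adjusted p over the list alone was 0.489. Over all genes tested, the smallest adjusted p of DNMT3A under its alternatives was 0.915. DNMT3A stayed above 0 under every alternative that tested it, from 0.18 to 0.87, but was below the low-value filter in 2 thinned sets.

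Genes near 0 changed sign. PTGES3 (main value -0.11) was at 0.037 when thinned to 1500 counts, and from -0.23 to 0.011 when either library was left out. SOX5 was at 0.053 with another seed for thinning, with 0.19 in library 1 and -0.086 in library 2 against -0.15 and 0.044 for its main value of -0.053, and from -0.15 to 0.044 when either library was left out. SOX6 ranged from -0.029 to 0.38, SOX9 from -0.16 to 0.067 and DNMT1 from -0.61 to 0.077 when either library was left out. SOX9 was at 0.26 when thinned to 1500 counts. None of these values passed a threshold, and a value from 1 library has no test.

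The chondrocyte-like share of library 1, 18.1%, was 18.2% at resolution 1.0. It was 0% with no cell filter, with the stricter filter, with no doublet removal, with double the doublet share, at resolution 0.3, with no centring, after thinning and when library 2 was left out. The name, not the cells, was lost in most of these. A cluster sharing 75% to 89.6% of its cells with cluster 6 (cells in both over cells in either) was found in all of them except resolution 0.3, where the overlap was 38.9%. Apart from that resolution, the cluster had 9 chondrocyte markers raised, but its leading genes held 1 chondrocyte marker. They held at least as many genes of the fixed superficial-zone or hypertrophic lists, so the naming rule gave no name. With no cell filter and after thinning, this was a tie with 1 gene of the superficial-zone list. In the main run that list was represented by CILP alone. The lost name is therefore no evidence that the cells belong to another zone. The correlation between the libraries, 0.836, was 0.827 for the mean over cells, just below the interval from resampled genes, and stayed within that interval under the other 4 settings.

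Results on ITGA4 and BMPR1B and on proliferating cells were not run under any alternative, as these genes were listed at 0. The test with size factors of a count model was not run. Depth limits the comparison by STAT3 detection, since a cell without a STAT3 count may still hold the transcript. Detection fell from 23.0% to 8.62% of cells in library 1 when cells were thinned to 800 counts, which blurs the classes by an amount that was not tested.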

Other observations

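The tests in this part were chosen only after the result was seen, except that clustering without centring and the thinned share of cells with a STAT3 count had been planned, though not as tests of these explanations. Apart from the mix of clusters, no biological explanation was tested, since both libraries belong to 1 group.

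Columns listed at 0 may come from another gene table joined to these libraries. Among them, 288 carried an older symbol of a gene whose current symbol had its own column with values, and 1 column with values was such an older symbol. All 19 names that a spreadsheet had turned into dates were listed at 0, and for 11 of them the gene itself had a column with values. Names of the RP11 clone style numbered 827 among the columns at 0 and 0 among those with values. A 0 in such a column says nothing about expression. For single genes with a current symbol, such as ITGA4, another explanation stays open. Every gene with values had a value in at least 89 barcodes of both libraries together, and a gene found in fewer may have been removed and then filled with 0. The files keep no trace of a removed gene, so for ITGA4, BMPR1B, MKI67 and the others of the fixed lists the explanations cannot be told apart. Of 83 columns named as ribosomal protein genes, 78 had values.

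That minimum is consistent with a filter on the number of barcodes, applied to both libraries together. There were 382 genes in the first 10 barcodes from 89 up, 321 in the next 10 and none below, whereas in library 1 alone the lowest gene reached 7 barcodes and in library 2 alone 1. The minimum is 1.02% of the 8751 barcodes. Genes specific to a small population would be lost by such a filter.

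Reads of 1 molecule may have been counted more than once. Genes found in 0.5% to 2% of cells had a median of 2.13 counts per cell with a count in library 1 and 1.28 in library 2, and only 50.4% of detections in library 1 were of 1 count, against 78.2% in library 2. Of 1516 such genes in both libraries, 99.1% had more counts per detecting cell in library 1, the library with more counts per cell. Transcripts that are unevenly spread over cells would also give more counts per detecting cell where sampling is deeper, so these explanations cannot be told apart. A difference in counting between the libraries was not separately tested.

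Barcodes that differ only in the last base may hold transcripts of 1 cell. Of such pairs, 91.6% in library 1 and 72.4% in library 2 had profiles more alike than 95% of random pairs of like depth, where 5% would be expected. Pairs within a group share barcodes and are not independent. Pairs that differ at another base did so in 43.8% of 64 cases in library 1 and 9.52% of 21 cases in library 2. Barcodes in such groups were shallow, with a median of 1804 counts against 3850 for the other barcodes of library 1. Groups reached 4 barcodes, the most that 4 bases allow. Merging them would remove 351 barcodes of library 1 (7.87%) and 162 of library 2 (3.78%). The barcodes have 12 bases, which is shorter than those of the kit the labels name, and the reason is not known. A candidate explanation is a bead whose barcode lacks a base, so that the next base read is random, but the reads needed to test this were not used here. The similarity of the pairs could also be raised by low-quality barcodes that resemble each other, which the match on depth removes only in part. After merging, the number of genes called by STAT3 detection was still 0.

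Clusters that belong to 1 library remained after gene means were centred and after every cell was thinned to the same count. With gene means centred, 49.7% of cells lay in clusters with at least 90% of their cells from 1 library, against 100% without centring, so a constant shift per gene accounts for part of the split and not for all of it. After every cell was thinned to 800 counts, with centring, the share was 56.3%. Equal counts need not be equal numbers of molecules, since counts per detection differed between the libraries, so depth stays open as an explanation. The share also depends on other choices, with 24.9% at resolution 0.3 and 65.4% with no cell filter. On average 14.2% of the nearest neighbours of a cell came from the other library, where 50.01% would be expected in a full mix. Thinning raised this to 20.01%. Cluster 5, led by stress-response genes such as ATF3 and HSPA1A, made up 20.1% of library 1. Handling of the tissue, batch and donor cannot be separated with 2 libraries, and none was tested.

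STAT3 was higher in library 1, and depth and cluster mix were tested as explanations. The thinned share of cells with a STAT3 count was higher in library 1 by 1.005 on the log2 scale, with intervals that do not overlap, which argues against depth. If 800 counts held fewer molecules in library 1, its share would be lowered by this, not raised. Within the 4 clusters with at least 50 cells of each library, weighted in both by the cells of library 2, the log2 ratio of CPM + 10 was 0.90 (95% interval from resampled cells 0.63 to 1.17), which argues against another mix of clusters as the whole cause. These clusters held 29.8% of the cells of library 1, and clusters 4 and 7 rest on 61 and 54 of its cells. The cells of library 1 outside them had 119.1 CPM of STAT3 and those inside had 128.6 CPM, so the clusters nearly absent from library 2 did not raise the level of library 1. STAT3 was lower in library 1 in cluster 7 alone of the 4. Over all kept cells, the log2 ratio of CPM + 10 was 0.84, which was not unusual. Its size lay at percentile 74.3 of 1066 genes of like level, so a general difference between the libraries that is not specific to STAT3 stays open. Genes with far larger differences included IL6, CXCL8 and TNFAIP6, higher in library 1, and SPP1 and APOD, higher in library 2. With 10 CPM added to both libraries, which lowers the ratio of low genes, differences of at least 4-fold were found for 118 genes, 89 of them higher in library 1.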
